# Acute injury to the mouse carotid artery provokes a distinct healing response

**DOI:** 10.3389/fphys.2023.1125864

**Published:** 2023-02-07

**Authors:** Timothy Warwick, Giulia Karolin Buchmann, Beatrice Pflüger-Müller, Manuela Spaeth, Christoph Schürmann, Wesley Abplanalp, Lukas Tombor, David John, Andreas Weigert, Martin Leo-Hansmann, Stefanie Dimmeler, Ralf P. Brandes

**Keywords:** smooth muscle cells, phenotypic switching, vascular injury, single-cell, healing, neointima, inflammation, transcriptomics

## Abstract

Treatment of vascular stenosis with angioplasty results in acute vascular damage, which may lead to restenosis. Owing to the highly complex cellularity of blood vessels, the healing response following this damage is incompletely understood. To gain further insight into this process, scRNA-seq of mouse carotid tissue after wire injury was performed. Stages of acute inflammation, resolution and remodeling were recapitulated in these data. To identify cell types which give rise to neointima, analyses focused on smooth muscle cell and fibroblast populations, and included data integration with scRNA-seq data from myocardial infarction and atherosclerosis datasets. Following carotid injury, a subpopulation of smooth muscle cells which also arises during atherosclerosis and myocardial infarction was identified. So-called stem cell/endothelial cell/monocyte (SEM) cells are candidates for repopulating injured vessels, and were amongst the most proliferative cell clusters following wire-injury of the carotid artery. Importantly, SEM cells exhibit specific transcriptional profiles which could be therapeutically targeted. SEM cell gene expression patterns could also be detected in bulk RNA-sequencing of neointimal tissue isolated from injured carotid vessels by laser capture microdissection. These data indicate that phenotypic plasticity of smooth muscle cells is highly important to the progression of lumen loss following acute carotid injury. Interference with SEM cell formation could be an innovative approach to combat development of restenosis.

## 1 Introduction

Angioplasty and stenting are routine clinical interventions to treat vascular stenosis. While promoting early lumen gain, both procedures also impose severe and acute vascular injury (Wu et al., 2017), and consequently late lumen loss and restenosis. Restenosis is mediated by neointima development and fibrotic scarring of the vessel (Smith et al., 2019). Clinically, the problem of post-angioplasty restenosis has been partially solved by drug-eluting balloons and stents (Moses et al., 2003). However, given that these approaches also limit endothelial regeneration, they remain suboptimal. During angioplasty, local tissue destruction provokes the release of damage-associated molecules and plaque debris, which results in local inflammation. Subsequently, all cell types of the vessel (endothelial cells, fibroblasts and smooth muscle cells) proliferate (Szöcs et al., 2002), a process indispensable for vascular repair (Owens et al., 2004; Gallo et al., 2018). Induction of proliferation requires profound reprogramming of cells. For example, smooth muscle cells (SMC) exist in a highly differentiated state in healthy vessels, allowing them to control vascular tone. Upon injury, transdifferentiation towards a proliferative, migratory and secretory phenotype occurs, albeit at the expense of a downregulation of the contractile machinery.

Technical limitations have made the study of individual cell state and associated cellular dynamics difficult. With the advent of single-cell RNA-sequencing (scRNA-seq), it is now possible to profile gene expression on the level of individual cells in an unbiased manner (Dobnikar et al., 2018). This technique has therefore revolutionized the analysis of dynamic processes in complex tissues. Cellular dynamics in atherosclerosis (Pan et al., 2020), myocardial infarction (Tombor et al., 2021) and vascular aneurysms (Yang et al., 2021) have subsequently been reported on at single-cell resolution, with additional studies being reported increasingly often. This large body of literature and accessible data has helped to identify individual cell types involved in processes relevant to cardiovascular disease. Moreover, it facilitates comparative analyses between different vascular disease states, and therefore the identification of common and unique cell populations and their crosstalk. Spatial transcriptomics goes further by mapping transcriptional profiles onto histological sections (Rao et al., 2021), but resolution of the technique is still limited. Spatial transcriptomics has been applied to material derived from myocardial infarction (Kuppe et al., 2022), but data generated from the vasculature is currently lacking.

In the present study, we analysed the response of the murine carotid artery to wire injury, using time-resolved scRNA-seq and bulk RNA-seq of neointimal tissue isolated by laser capture microdissection. Importantly, these experiments were performed in the absence of a high-fat diet, permitting sole focus on the naive injury response. This choice was made due to the wide-scale bias towards atherogenic diets in vascular studies. Considering the high lipid and cholesterol content of these diets, and the frequent addition of pro-inflammatory agents like cholate, this dietary intervention has a complex impact on immunity. In fact, these diets have been developed to massively accelerate atherosclerosis development (Daugherty et al., 2017), but ignore that human atherosclerosis is a slow process in which inflammation is just one of many risk factors and drivers. There is no doubt, that inflammation also contributes to atherosclerosis development in humans. However, considering the long duration of the disease and its different phases, precise understanding on the contribution of inflammation is still emerging (Soehnlein and Libby, 2021).

## 2 Materials and methods

### 2.1 Mouse studies and carotid injury model

The present study consists of two datasets: One study on the naive carotid artery and one dataset on restenosis. For the analysis of the healthy vessels, cell isolation procedures were partially adapted from Hu et al. (2016) to ensure isolation of *bona fide* carotid cell populations, rather than cells of the neointima or granulation tissue. When analyzing the injury response of the murine carotid artery, the entire vascular cell population was of interest. Data subset from the latter dataset have been used in a previous study comparing the vascular response in WT and Nox4^−/−^ mice (Buchmann et al., 2021).

All animal experiments were performed in accordance with the National Institutes of Health Guidelines on the use of laboratory animals. The University Animal Care Committee and the Federal Authorities for Animal Research (Darmstadt, Germany) approved the study protocol (approval number: FU1185). Mice were housed in a specified pathogen-free facility with 12-12 h day and night cycle and free access to water and chow. Wire-induced injury surgery was applied to male mice at an age of 11 weeks. Wire-injury was carried out only on the left carotid of the animal, the right carotid artery served as control (Lindner et al., 1993; Xu, 2004; Bigalke et al., 2011). Due to the potential for artefacts and variability, any vessels showing signs of thrombosis were removed and not subjected to further analysis.

### 2.2 Histology

Carotid tissue samples frozen in OCT compound were prepared as 10 µm serial sections. Sections were stained with Hematoxylin and Eosin staining solutions. The neointima area was analyzed by planimetry with ImageJ.

### 2.3 Single cell RNA sequencing

The experiments were conducted as reported previously (Buchmann et al., 2021), with modifications.

The following adapted protocol (Hu et al., 2016) was used to obtain single cells from the healthy murine carotid artery: Eight carotid arteries from male mice were cut into small pieces in an enzyme mixture containing 125 U/mL collagenase type XI, 450 U/mL collagenase type I, 60 U/mL hyaluronidase type I-s and 60 U/mL DNase one in PBS containing Ca^2+^ and 20 mM HEPES (pH. 7.4) and subsequently incubated at 37 °C for 30 min in a total volume of 5 mL. Every 10 min, the solution was resuspended by pipetting. Digestion was stopped with stopping solution (PBS; 2% FCS; 1 mM EDTA) and the cell suspension was strained.

For the wire injury samples, a minimum of five carotid arteries were used per time point following wire injury, each originating from a male mouse. Any vessels showing signs of thrombosis were removed from the experiments, in order to avoid variability and potential artefacts. Carotids were cut in small pieces and digested for 1 h at 37°C with an enzyme mix containing collagenase type XI (125 U/mL), collagenase type I (450 U/mL), hyaluronidase (60 U/mL) and deoxyribonuclease I (60 U/mL). Digestion was stopped with stopping solution (PBS; 2% FCS; 1 mM EDTA) and the cell suspension was strained. Dead cells were removed by MACS Dead cell removal kit (Miltenyi, Germany). Cells were washed and resuspended in PBS and used for droplet scRNA-seq.

For both datasets, suspensions were loaded on a 10x Chromium Controller (10x Genomics) according to manufacturer’s protocol. All scRNA-seq libraries were prepared using Chromium Single Cell 3 v2 Reagent Kit (10x Genomics) according to manufacturer’s protocol. In brief, the initial step consisted of producing an emulsion where individual cells were isolated into droplets together with gel beads coated with unique primers bearing 10x cell barcodes, UMI (unique molecular identifiers) and poly(dT) sequences. Reverse transcription reactions were engaged to generate barcoded full-length cDNA, followed by the disruption of emulsions using the recovery agent and cDNA clean up with DynaBeads MyOne Silane Beads (Thermo Fisher Scientific, Germany). Bulk cDNA was amplified using a Biometra Thermocycler TProfessional Basic Gradient with 96-well Sample Block (98 °C for 3 min; cycled 14 times: 98 °C for 15 s, 67 °C for 20 s, and 72 °C for 1 min; 72 °C for 1 min; held at 4 °C). Amplified cDNA product was cleaned with the SPRIselect Reagent Kit (Beckman Coulter, United States). Indexed sequencing libraries were constructed using the reagents from the Chromium Single Cell 3 v2 Reagent Kit, as follows: fragmentation, end repair and A-tailing; size selection with SPRIselect; adaptor ligation; post-ligation cleanup with SPRIselect; sample index PCR and cleanup with SPRI select beads. Library quantification and quality assessment were performed using Bioanalyzer Agilent 2,100 using a High Sensitivity DNA chip (Agilent Genomics, United States). Indexed libraries were equimolarly pooled and sequenced on two Illumina HiSeq4000 using paired-end 26 × 98 bp as sequencing mode by GenomeScan (Leiden, Netherlands).

### 2.4 Single-cell RNA-sequencing data analysis

Single-cell expression data were processed using the Cell Ranger Single Cell Software Suite (v2.1.1) to perform quality control, sample de-multiplexing, barcode processing, and single-cell 30 gene counting. Sequencing reads were aligned to the mouse reference genome GRCh38 using the Cell Ranger suite with default parameters. Data transformation and dimensionality reduction was carried out using the *Seurat* (v4.1.1, Hao et al. (2021)) package for *R*. During transformation, the percentage of mitochondrial reads mapped per cell was regressed out.

Data for integration was accessed as follows. ScRNA-seq data from cardiac tissue from Tombor et al. (2021) was available from ArrayExpress (accessions E-MTAB9816 and E-MTAB9817). Data from aortic tissue (Pan et al., 2020) was accesed *via* NCBI Gene Expression Omnibus (GEO) under the series GSE155513. Each dataset was processed identically prior to integration. The integration itself was performed using *Seurat*, after identification of variable features and subsequently integration anchors.

Marker genes of cell clusters determined by *Seurat* were identified using the *FindAllMarkers* function in conjunction with the *blmod* test. Marker genes were those with *Padj* < 0.05. Cell type marker genes were taken from literature and curated databases (Franzén et al., 2019; Shao et al., 2020), and used to assign likely cell types to clusters. These assignments were then used in subsequent analyses of cell proportions, dynamics and cell cycle scoring comparisons. For cell cycle scoring, genes for classification of S and G2/M phases in *Mus musculus* were accessed at https://github.com/hbc/tinyatlas/tree/master/cell_cycle. Pathway enrichment analyses were carried out using the *R* package *gprofiler2* (Kolberg et al., 2020).

Single-cell trajectories were constructed using the *R* package *Monocle 3* (v1.3.1) (Cao et al., 2019), with a clustering resolution of *k* = 40.

### 2.5 Laser capture microdissection

Frozen tissue sections were mounted on special LCM membrane slides and stained immunohistochemically with Hematoxylin and Eosin to detect carotids and elastic laminas. Carotid sections containing outer elastic lamina and neointima were then cut and catapulted into the lid of a collection tube by the laser. After collection of up to 70 sections, total RNA was extracted using an RNeasy Micro Kit (Qiagen, Hilden, Germany). nanoMACE-seq was performed for further analysis.

### 2.6 NanoMACE-seq and bioinformatics

The library preparation was conducted by GenXPro (Frankfurt, Germany). 3′mRNA libraries were prepared using GenXPros “Rapid MACE-Seq Kit” for low-input mRNA according to the manual of the manufacturers. Briefly, RNA was fragmented to an average size of 350 bps, followed by poly-A specific cDNA synthesis, pooling and amplification by PCR using the minimum number of cycles as described in the manual. The PCR product was purified by SPRI purification. The final product of 200–400 bps was quality controlled on a Perkin Elmer LabChip GXII, the concentration was measured on Qbit. Sequencing was performed on a Illumina NextSeq500 machine with 1x 75 bps. The MACE-reads were demultiplexed according to the sample IDs, PCR duplicates were removed with the help of the “TrueQuant” UMI barcodes. Low-quality and adapter-containing reads were cropped. The reads were quantified against the *mm39* transcriptome using *Salmon* (v1.9.0, Patro et al. (2017)). Differential gene expression of the different pairwise comparisons was analyzed using DESeq2 (v1.36.0, Love et al. (2014)). The normalized gene counts, *p*-values and log2fold-change values of all pairwise comparisons were combined in a single table. 

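The normalised counts that the authors deposited beside the raw counts are the raw counts divided by a size factor per library and, for many genes, by a further factor per gene and library. Of 221855 values with a count, 60.3% lay within 1% of their library's common factor. The further factor ranged from 0.410 at the 1st percentile to 1.91 at the 99th, and 5.24% of the values were off by over 1.5 times. The paper's text does not describe this factor. It is absent from the raw counts, from which the values given for the neointima were computed.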

Differentially expressed genes were used as input to gene set enrichment analysis which was computes using the *gprofiler2* package for *R* (Kolberg et al., 2020; R Core Team, 2022).

Gene-trait associations were checked using the NHGRI-EBI GWAS Catalogue (Buniello et al., 2019). Human homologues of mouse genes were used to query the database for significantly linked traits.

## 3 Results

### 3.1 The murine carotid artery is rich in smooth muscle cells

To understand the dynamics of the carotid artery post-injury, a characterisation of the cellular landscape of the naive, uninjured vessel was required. This was obtained by using an adapted digestion protocol for isolating single cells from eight carotid arteries of male mice (see *Materials and methods*). This was particularly suited to the harvesting of differentiated smooth muscle cells residing in the tunica media. Cells isolated with this approach were then subjected to scRNA-seq. 15,285 cells were subjected to dimensionality reduction and cluster assignment (Figure 1A), and gene expression patterns of resulting clusters (Figure 1B) were used to assign cell types (Figure 1C **)**. The most abundant cell type identified in the naive carotid artery were smooth muscle cells, which made up 88.6% of the total number of cells. The second-most abundant cell population were fibroblasts (9.3%), followed by endothelial cells (1.6%) and finally macrophages (0.5%) (Figure 1D). To check how carotid cell composition contrasts to aortic and cardiac tissues, the proportions of each cell type in uninjured tissue were compared. Carotid and aortic (Pan et al., 2020) tissues were both dominated by smooth muscle cells, which made up more than 50% of total cells in each dataset. In uninjured cardiac tissue (Tombor et al., 2021), it was fibroblasts which were the most numerous cell type **(** Supplementary Figure S1 **)**. Given that fibroblast heterogeneity has been reported to play a key role in wound healing and repair (Talbott et al., 2022), the carotid fibroblast population was further analyzed.

**FIGURE 1:**
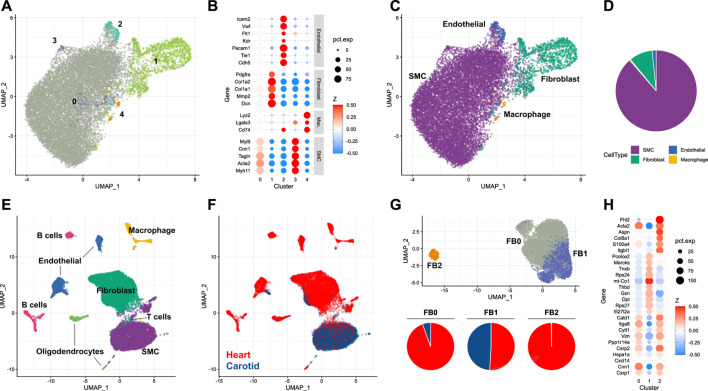
Single-cell analysis of the naive murine carotid artery **(A)** Uniform manifold approximation projection (UMAP) plot of cells isolated from homeostatic carotid arteries, with clusters assigned by *Seurat*. **(B)** Scaled expression of cell-type marker genes in each cell cluster. **(C)** UMAP plot of cells coloured by assigned cell type. **(D)** Proportions of cells assigned as smooth muscle cells (SMC), fibroblasts, endothelial cells and macrophages. **(E, F)** Integration of single-cell RNA-sequencing data from carotid and cardiac tissues. **(G)** Re-clustering of integrated fibroblasts, and proportions of each cluster originating from either carotid or cardiac tissue. **(H)** Cluster marker genes for each integrated fibroblast cluster.

### 3.2 Carotid fibroblasts show divergent heterogeneity to cardiac fibroblasts

Depending on the organ in question, fibroblasts reside in different niches. In the carotid artery, fibroblasts are predominantly located in the adventitial compartment, i.e. the paravascular niche, whereas fibroblasts of the tunica muscularis are expected to be rarer. Contrastingly, interstitial fibroblasts are frequent in some organs, particularly the heart. Fibroblast heterogeneity is well-established in cardiac tissue, and has been linked to key cardiac functions, including response to injury (Wang et al., 2022). To examine whether similar fibroblast heterogeneity exists and might be of functional importance in the carotid artery, the carotid dataset was integrated with scRNA-seq data obtained from the non-cardiomyocyte population of healthy mouse hearts (Tombor et al., 2021). When integrating single-cells arising from carotid and cardiac tissue (Figures 1E, F), it became clear that the majority of smooth muscle cells originated from the carotid artery, compared to the fibroblast population which was dominated by cardiac cells. Fibroblast populations were re-clustered and could be split into three distinct groups **(** Figure 1G, UPPER). The most abundant of these populations (FB0, 4,801 cells, 62.7% of total fibroblasts) was dominated by cardiac fibroblasts (Figure 1G, lower), which made up 94.5% of the cluster. Cells assigned to this cluster exhibited gene expression patterns typical of myofibroblasts (Xie et al., 2018) (Figure 1H), including expression of *Acta2*, *Cnn1* and *Vim*. The second-most abundant population (FB1, 2,508 cells, 32.7% of total) was shared between carotid and cardiac datasets. Proportionally, most carotid fibroblasts were assigned to this cluster (82.4% of total carotid fibroblasts). The FB1 cluster was notable for its expression of genes such as *Gsn*, *Dpt* and *Thbd*. This expression profile identifies the cells as representing a subtype of matrix fibroblasts (Wolbert et al., 2020). A third fibroblast cluster (FB2) was restricted almost exclusively to cardiac cells, and was notable for expression of *S100a4*, *Col8a1* and *Fhl2*. These marker genes have previously been attributed to activated fibroblasts (Fei et al., 2017), a class of cells linked heavily to wound healing (Mahmoudi et al., 2019). The absence of this fibroblast subtype in the homeostatic carotid artery indicated that smooth muscle cells, rather than fibroblasts, could also be of importance to the injury response in this tissue.

### 3.3 Carotid injury provokes expansion and dedifferentiation of smooth muscle cells

Delineating the response of the carotid artery to acute injury required the generation of a time-resolved scRNA-seq dataset from carotid tissue isolated at different time points following wire injury. Carotid arteries were analysed at days 3, 7 and 14 after injury, and compared with the pre-injury state. A minimum of five carotid arteries from male mice were used for each time point. After dimensionality reduction and cell type assignment (Figure 2A), stratification of the data by time point (Figures 2B, C) showed an expected increase in immune cells, whose infiltration into sites of cardiac and vascular damage has been well-characterised (Rurik et al., 2021). Such an infiltration of immune cells would be expected to decrease the relative proportions of tissue-resident carotid cell types described in the previous section. This was true for fibroblast and endothelial populations (Figure 2D), with the latter being directly affected by the mode of injury. However, the same did not apply to smooth muscle cells, which instead underwent an initial expansion in cell proportion in the 3 days following carotid injury. The reason behind this is unclear, and it should be considered that digestion protocols may impose a bias on scRNA-seq data. In this instance, digestion was identical between the time points, meaning comparisons could be made in a cell-type dependent manner.

**FIGURE 2:**
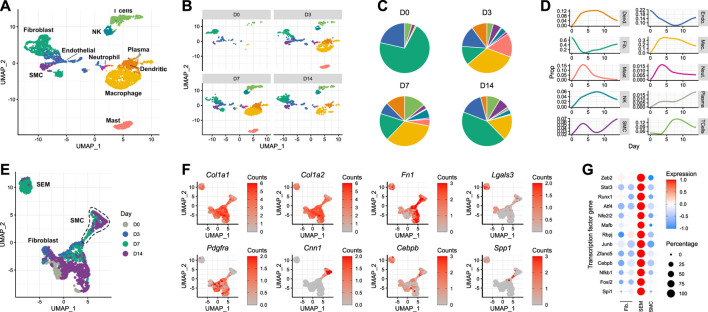
Response of the murine carotid artery to wire injury at single-cell resolution **(A)** UMAP plot of cells isolated from murine carotid arteries on days 0 (uninjured), 3, 7 and 14 after wire injury. **(B)** Cells isolated from carotid arteries, stratified by time point post-injury. **(C)** Cell type proportions at each time point post-injury, colour-matched to UMAP plots. **(D)** Time-resolved changes in cell type proportions. **(E)** Re-clustering of non-immune cells identified in carotid tissue before and after acute injury. **(F)** Gene expression of classical fibroblast (*Pdgfra*) and smooth muscle cell (*Cnn1*) marker genes, as well as reported marker genes for stem cells/endothelial cells/monocyte (SEM) cells. **(G)** Scaled expression of genes encoding transcription factors in non-immune cell types.

After day 3, the smooth muscle cell population also began to decrease as a proportion of total cells. Upon closer inspection, a cluster originally annotated as fibroblasts appeared on day 7 post-injury (Figure 2B, bottom left). This cluster was closely-related to the expanding smooth muscle cell population observed on day 3. Although the lack of lineage tracing makes it impossible to determine the origin of these cells, this observation raised the possibility that this population was a form of modulated smooth muscle cell. Indeed, when trajectory analysis was performed on the data, a connection was detected between the smooth muscle cells and this expanding cell population (Supplementary Figure S2). Upon re-clustering of the non-immune cells present in the dataset (Figure 2E), it became clear that the population was distinct from both fibroblasts and smooth muscle cells. The gene expression pattern of the cells in this cluster revealed that they did not necessarily express classical fibroblast (*Pdgfra*) or smooth muscle cell (*Cnn1*) marker genes (Figure 2F). Instead, they exhibited a transcriptional profile which has previously been reported as that of an intermediate cell type derived from smooth muscle cells, termed SEM (stem cell, endothelial cell, monocyte) cells (Pan et al., 2020). These cells were originally named due to their expression of canonical marker genes of each of these 3 cell types. The transcriptional changes described by Pan et al. (2020) in atherosclerotic lesions were evident in the carotid cell population observed here, with expression of *Col1a1*, *Col1a2*, *Fn1*, *Lgals3* and *Cebpb* (Figure 2F). Interestingly, when checking for trait associations (Buniello et al., 2019) of human homologues of mouse SEM cell marker genes, blood pressure and electrocardiogram morphology were top hits, alongside immune cell counts (Supplementary Figure S3). Accompanying these SEM cell marker genes were a number of transcription factor genes, whose expression was markedly increased in the SEM cluster relative to the fibroblast and smooth muscle cell populations (Figure 2G). Amongst them were *Stat3* and *Runx1*, which both encode transcription factors whose functions include maintenance of proliferative capacity and pluripotency (Sherry et al., 2009; Kim et al., 2014). The previously reported behaviours and expression profiles of SEM cells made them interesting candidates for repopulating the carotid artery after acute damage.

### 3.4 Acute and chronic cardiovascular insults result in divergent modulation of smooth muscle cell phenotypes

Establishing the effect of different modes of injury on SEM cell expansion and their function in cardiovascular injury required the integration of multiple scRNA-seq datasets. Carotid injury data were integrated with data generated from aortic atherosclerosis (Pan et al., 2020) and myocardial infarction (Tombor et al., 2021). Using the aforementioned SEM cell marker genes along with other typical marker gene sets, cell types were assigned in each dataset (Figure 3A). SEM cells could be assigned in each dataset. They overlapped in the UMAP space, and were most abundant in the aortic atherosclerosis data. When assigning cell cycle scores to cells in each of the datasets, SEM cells displayed the greatest changes in proliferative state of non-immune cell types in response to the most acute modes of injury (carotid wire injury and myocardial infarction) (Figure 3B). This observation suggests that SEM cell expansion is induced by acute insults, whereas in the more chronic disease model of aortic atherosclerosis, few changes in proliferative dynamics could be detected amongst any non-immune cell population.

**FIGURE 3:**
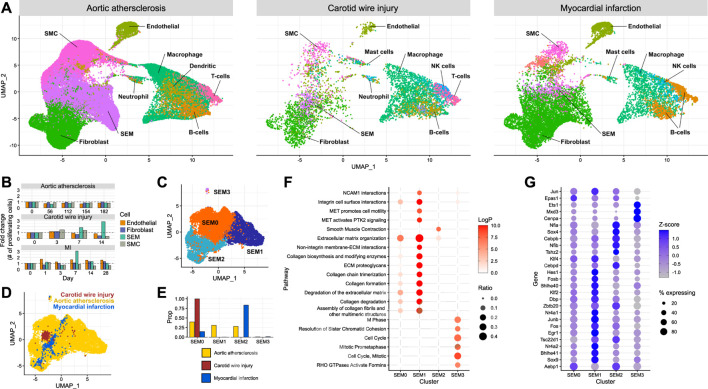
Comparison of SEM cells arising from different tissues **(A)** Integration of scRNA-seq datasets from carotid artery wire injury, aortic atherosclerosis and myocardial infarction. **(B)** Proportion of proliferating cells of each non-immune cell type across the time course of each scRNA-seq dataset. **(C)** Re-clustering of SEM cells identified across each of the three datasets, stratified by cluster. **(D)** Re-clustering of SEM cells identified across each of the three datasets, stratified by dataset of origin.**(E)** Proportions of SEM cells in each dataset assigned to each SEM cell cluster. **(F)** Pathway enrichment analysis of each SEM cell cluster. **(G)** Differentially expressed transcription factor genes in each SEM cell cluster.

To identify potential variation within the SEM cell population, the cells were re-clustered (Figure 3C), resulting in four subpopulations. When stratifying the four SEM cell clusters identified across the datasets, it could be seen that carotid SEM cells almost exclusively occupied one cluster (SEM0) (Figures 3D, E **)**. Cardiac SEM cells were predominantly assigned to SEM2, whilst aortic SEM cells were split evenly across the major SEM clusters.

To gain further understanding into the prospective phenotypes of each SEM cell cluster, gene set enrichment analysis was performed using marker genes of each cluster. The SEM0 cluster exhibited the least concrete pathway enrichment (Figure 3F), perhaps indicating a less differentiated cellular state in comparison to the other clusters. SEM1 displayed a strong enrichment of pathways connected to synthesis and deposition of extracellular matrix, whereas SEM2 was the only cluster enriched for smooth muscle cell contraction. SEM3 - the smallest cluster - seemed to be a highly proliferative cell population. Cluster-specific pathway enrichment was supported by cluster-specific transcription factor gene expression (Figure 3G). The most proliferative cells were enriched in *Cenpa* expression - a transcription factor known to maintain proliferative potential (Swartz et al., 2019). Meanwhile, the SEM1 cluster expressed the highest levels of *Klf4*, a transcription factor linked to phenotypic modulation of smooth muscle cells which promotes extracellular matrix production (Shankman et al., 2015).

These data suggest that SEM cell phenotypes are determined by induction of individual transcriptional programs. Whether these are a consequence of the different tissue types, embryonic origin of the cell or the type of injury remains to be determined.

### 3.5 Modulated smooth muscle cells partially populate the neointima following injury

A particular focus of the present study is neointima formation, a key factor in the pathology of vascular restenosis. Spatial information is missing from conventional scRNA-seq, and even spatial transcriptomics still lacks the resolution to deconvolute the very small neointima of the carotid artery. 

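RNA from laser-dissected carotid tissue was sequenced by MACE, which reads the 3′ ends of transcripts, in 18 libraries. There were 4 libraries from day 0, labelled as before wire injury. Of the others, 4 were from day 7, 3 from day 14, 4 from day 21 and 3 from day 28 after it. The authors removed PCR duplicates by molecular identifiers, quantified the reads with Salmon and deposited the estimated counts per gene as whole numbers, without normalization. The libraries held between 440675 and 878310 counts. The median was 742503.5 on day 0, 549633 on day 7, 678209 on day 14, 568026.5 on day 21 and 589013 on day 28. Between 10674 and 13361 genes per library had a count. Lower bounds cover counting error only.
Of the 35655 genes in the table, 17606 had no count in any library, and 10312 passed edgeR's filter on low counts and were tested. All libraries were fitted together with edgeR's quasi-likelihood test after TMM normalization, with the day as the only term. Each later day was compared with day 0, and days 14, 21 and 28 were also compared directly with day 7. A gene was called changed at a Benjamini-Hochberg adjusted p under 0.05 over all genes tested. The biological coefficient of variation was 0.449. CPM are counts scaled by a library's normalized total over the genes tested. Where all libraries of a group held at most 3 counts of a gene, its fold is a lower bound, computed against 3 counts. Gene positions are from GENCODE on GRCm39. The paper does not name the use of the strand in the counting, so a gene that overlaps another on the opposite strand may carry reads of it. Printed genes other than those named below have such overlaps too.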

To determine whether SEM cells are involved in neointima formation, neointimal tissue from injured carotid arteries was captured by laser capture microdissection (Figure 4A) and subjected to gene expression profiling using nanoMACE-sequencing.

**FIGURE 4:**
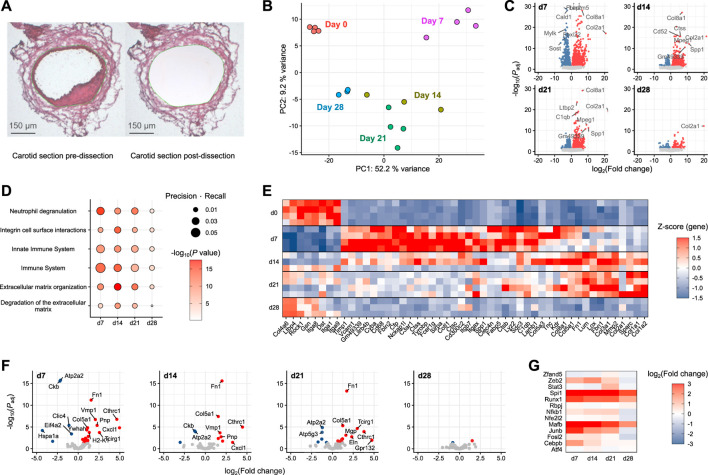
MACE-sequencing of neointimal tissue isolated from injured carotid arteries **(A)** Representative carotid section pre- and post-laser-capture microdissection (dissected area marked in green). **(B)** Principal component analysis of pooled neointima samples (*n* = 3-4) from pre-wire injury (Day 0) and days 7, 14, 21 and 28 post-injury. **(C)** Volcano plots of each day post-injury with differentially expressed genes highlighted in either blue (downregulated) or red (upregulated). **(D)** Pathway enrichment analysis of differentially expressed genes at each time point post-injury *versus* day 0 (pre-injury). **(E)** Top 50 differentially expressed genes assigned to significantly enriched pathways. **(F)** Volcano plots of SEM cluster marker genes as identified in scRNA-seq. **(G)** SEM-enriched transcription factor gene log fold changes in carotid neointima on days 7, 14, 21 and 28 post-wire injury *versus* day 0 (pre-injury).

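Among the genes labelled in Fig. 4C, Spp1 and Col2a1 were close to absent on day 0. Spp1, on chromosome 5 from 104582165 to 104589235, had 0.627 CPM ± 0.725 (SD, n = 4) on day 0 and 1539 ± 1087 (SD, n = 4) on day 7, at least 344-fold higher. Its exons overlap those of Gm42793 on the same strand. Col2a1, on chromosome 15 from 97873483 to 97902689, had no count in any day 0 library. It reached 75.5 ± 10.9 CPM (SD, n = 4) on day 7, which is at least 16.9-fold higher (adjusted p = 0.0203 from edgeR, and 0.0504 without day 0 replicate 2, with a range of 1.1e-17 to 0.0504 over all alternatives). On day 14 it was at 125 ± 122 CPM (SD, n = 3), at least 27.9-fold higher (adjusted p = 0.0284 from edgeR), a call lost in 5 of the 18 fits that each left out 1 library (adjusted p = 0.144 without day 14 replicate 2, range 2.8e-16 to 0.144). On day 21 it was at 218 ± 427 CPM (SD, n = 4), at least 48.7-fold higher (adjusted p = 0.0102 from edgeR), a rise that rested on replicate 1, without which the adjusted p was 0.367 (range over all alternatives 5.5e-20 to 0.367). On day 28, at 42.4 ± 72.2 CPM (SD, n = 3), Col2a1 was not called (adjusted p = 0.183 from edgeR). Ctss, on chromosome 3 from 95433963 to 95463717, rose from 6.89 ± 7.14 CPM (SD, n = 4) on day 0 to 533 ± 74.3 (SD, n = 4) on day 7, a log2 fold change of 6.25 (standard error 0.62, adjusted p = 1.3e-07).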

Covering a time frame from pre-injury to 4 weeks post-injury, the stages of acute inflammation, resolution and remodeling captured in the previously described single-cell RNA-sequencing data could be recapitulated using this approach. 

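Against day 0, 2041 of the genes tested were changed on day 7, of which 1161 were higher and 880 lower. On day 14, 641 genes were changed, 495 of them higher and 146 lower. On day 21 the numbers were 912, 610 and 302, and on day 28 they were 138, 100 and 38. Among the changed genes the median size of the log2 fold change was 2.22 on day 7, 2.80 on day 14, 2.10 on day 21 and 2.58 on day 28. Since days 14 and 28 had 3 libraries, the fit was repeated with 3 libraries on every day. Day 7 then had the most changed genes in 64 of 64 fits, with a median of 1394 against 452.5 on day 14, 499 on day 21 and 53.5 on day 28. The day 28 number moved most between settings, from 32 with only days 0 and 28 in the fit to 363 with no filter on low counts, and DESeq2 gave 318. It was 480 without day 28 replicate 1 and 63 without day 0 replicate 3. The day 14 number was 233 without replicate 2 of that day. Compared directly, 171 genes differed between days 14 and 7, 749 between days 21 and 7 and 1490 between days 28 and 7. The first of these was 26 without day 14 replicate 1.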

Compared to the naive vessel, the most dramatic alterations in gene expression were those observed at day 7 post-injury (Figures 4B, C). 

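Principal components were computed from the log2 CPM, with a prior count of 2, of the 500 genes with the largest variance over the libraries. The first component held 59.0% of their variance and the second 8.85%. The distance of each library from the mean of the day 0 libraries on these components averaged 75.0 ± 10.6 (SD, n = 4) on day 7, 53.4 ± 19 (SD, n = 3) on day 14, 51.4 ± 3.13 (SD, n = 4) on day 21 and 24.2 ± 2.71 (SD, n = 3) on day 28. Day 7 lay farther out than days 21 and 28 (exact two-sided permutation tests, p = 0.0286 for each, the smallest these group sizes allow, and adjusted p = 0.0429 over 3 comparisons). The difference between days 7 and 14 was not past the threshold (exact permutation test, p = 0.114), and the day 14 libraries ranged from 34.4 to 72.4. The choice of genes moved these values most. With all genes tested, the day 28 distance was 64.1% of that on day 7 in place of 32.3% (exact permutation test, p = 0.0857).

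**Figure D1:**
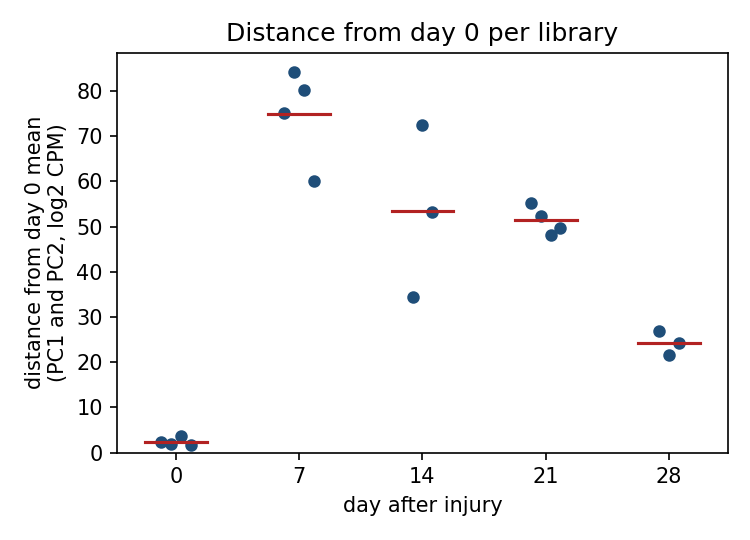
Distance of each library from the mean of the day 0 libraries on the first and second principal components of log2 CPM, by day after injury. Points are libraries and lines are means, 75.0 on day 7 and 24.2 on day 28.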

The day 7 samples were furthest removed from those at day 0 in a principal component analysis (Figure 4B), and the greatest number of differentially expressed genes was also detected at this time point (Figure 4C). Gene set enrichment analysis showed that this early-induced gene set was enriched for immune pathways relative to the other time points, specifically *Neutrophil degranulation*, *Innate immune system* and *Immune system* (Figure 4D). 

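The genes changed on each day were tested for over-representation of 24 pairs of a gene set and a day, with the genes tested as the background. The sets are Reactome's, apart from Neutrophil degranulation, for which a list of 89 genes, not Reactome's own, was used. On day 7, 73.7% of its 76 genes were changed against 19.8% of the background, an odds ratio of 11.5 (one-sided Fisher's exact test, adjusted p = 2.1e-23). The odds ratio was 1.52 for Innate Immune System (exact test, adjusted p = 0.000532), with 101 of 375 genes changed, and 1.97 for Immune System (exact test, adjusted p = 9.3e-13), with 193 of 609. On days 14 and 21 the odds ratios were 16.0 and 14.8 for Neutrophil degranulation, 2.21 and 1.67 for Innate Immune System and 2.81 and 1.83 for Immune System. No test compared the odds ratios between days. Counting only genes that rose moved the odds ratio of Neutrophil degranulation on day 7 most, to 20.0.
The fold changes of gene lists were compared between days with camera at a preset correlation of 0.01, adjusted over 154 tests. A list of innate immune genes, of which 47 were tested, had a median log2 fold change of 4.64 on day 7 against day 0, or 3.65 with 19 genes at their lower bound, and 42 genes were higher, or 43 adjusted over the list alone. Against day 7, its median was -1.0 on day 14 (camera, adjusted p = 1.5e-14), -1.35 on day 21 (adjusted p = 5.3e-14) and -2.93 on day 28 (adjusted p = 6.8e-24), the last -2.81 with 7 genes at their bound. The Neutrophil degranulation genes rose by a median of 2.63 on day 7, or 1.95 with bounds, and 54 were higher and 2 lower (59 and 2 adjusted over the list alone). Against day 7 their median was -0.66, -0.94 and -1.34 on days 14, 21 and 28, with adjusted p of 2.3e-13, 1.3e-12 and 1e-17 from camera. Each of these calls against day 7 held under fry and under an estimated correlation. The summed CPM of a 16-gene macrophage list rose from 315 ± 195 (SD, n = 4) on day 0 to 6977 ± 1105 (SD, n = 4) on day 7 and was 2869 ± 1117 (SD, n = 3) on day 14. Lyz2, on chromosome 10 from 117111557 to 117118346, rose from 129 ± 94.9 CPM on day 0 to 2686 ± 402 on day 7 (SD, n = 4 each), a log2 fold change of 4.39 (standard error 0.44, adjusted p = 1.7e-07 from edgeR).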

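Of the 172 genes tested in Extracellular matrix organization, 47.1% were changed on day 7, 32.0% on day 14 and 35.5% on day 21, with odds ratios of 3.72, 7.69 and 6.02. The odds ratios were 4.10, 11.7 and 8.92 for Degradation of the extracellular matrix and 5.98, 15.8 and 9.38 for Integrin cell surface interactions. Fisher's exact tests gave adjusted p of at most 3.8e-08 for these. A list of 56 matrix genes had a median log2 fold change of 0.45 on day 7, 1.42 on day 14 and 1.22 on day 21 against day 0. Compared directly with day 7, it stood higher by 0.75 on day 14 (camera, adjusted p = 4.2e-18) and by 0.58 on day 21 (camera, adjusted p = 2.8e-10), and both calls held under fry and under an estimated correlation. Against day 0, 31 of the list's genes were higher on day 14 and 32 on day 21, or 35 and 34 adjusted over the list alone. Col1a1, on chromosome 11 from 94827050 to 94843868, had 2549.5 ± 937 CPM on day 0, 6981 ± 1188 on day 7 and 18299 ± 6789.6 on day 21 (SD, n = 4 each). Its log2 fold change between days 21 and 7 was 1.39 (standard error 0.26, adjusted p = 0.00138 from edgeR). Sparc, on chromosome 11 from 55285317 to 55314067, was not detectably changed on day 7 (log2 fold change 0.16, adjusted p = 0.738) and was higher on day 14 by 1.39 (standard error 0.27, adjusted p = 0.00179).

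**Figure D2:**
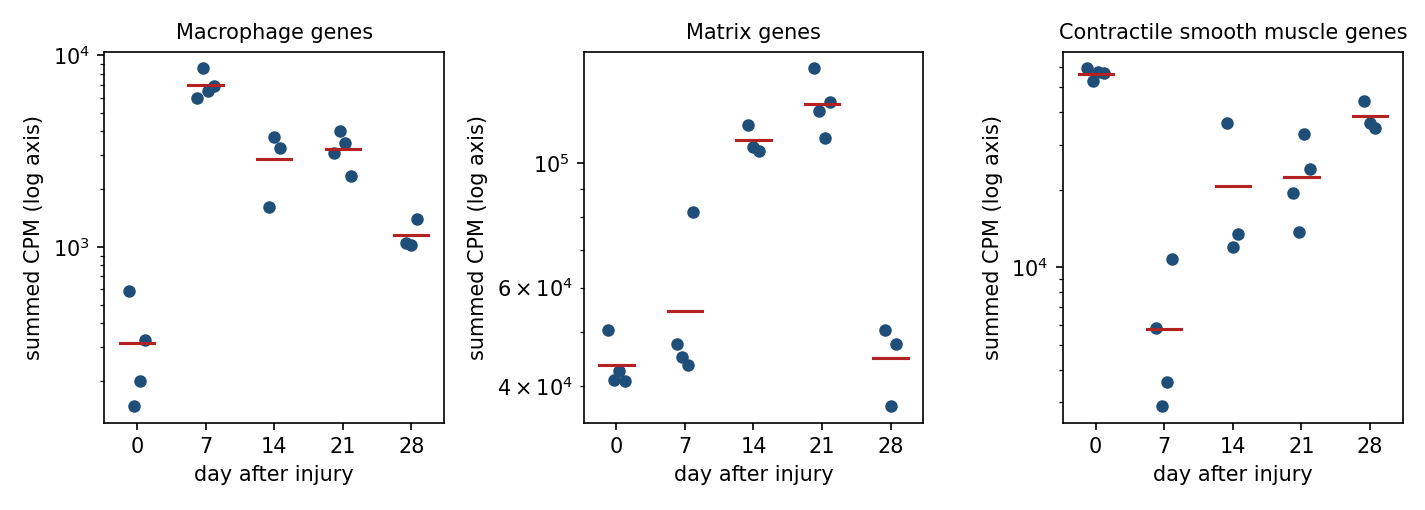
Summed CPM per library, on log axes, of the macrophage, matrix and contractile smooth muscle lists by day after injury. Points are libraries and lines are means. The matrix genes averaged 54529 on day 7 and 127679.7 on day 21.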

Subsequent time points (days 14 and 21) were enriched more so for pathways reflecting extracellular matrix organisation. By day 28, pathway enrichment was less evident and tissue more closely related to naive carotid tissue, suggesting the healing response had progressed towards resolution. 

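On day 28, Integrin cell surface interactions (odds ratio 8.48, exact test, adjusted p = 0.000288), Extracellular matrix organization (4.49, adjusted p = 0.000622) and Neutrophil degranulation (4.66, adjusted p = 0.0214) were enriched among the changed genes, and the other 3 sets were not. Of the matrix organization genes 9 were changed, and of the Neutrophil degranulation genes 4. All 6 sets were enriched with the genes from DESeq2, with only the genes that rose, without day 28 replicate 2 or without day 7 replicate 3, and 2 without day 0 replicate 2. Without day 0 replicate 3 the adjusted p was 0.0631 for Integrin cell surface interactions (range over all alternatives 2.2e-07 to 0.0631) and 0.0891 for Extracellular matrix organization (range 1.5e-06 to 0.0891). The call of Neutrophil degranulation was lost in 4 of the 18 fits that each left out 1 library, with an adjusted p of 0.108 without day 0 replicate 2 (range over all alternatives 2.3e-06 to 0.108). The macrophage list was at 1154 ± 208 (SD, n = 3) summed CPM, with a median log2 fold change of 1.93 against day 0 (camera, adjusted p = 7.8e-23, a call that held under fry and under an estimated correlation). That of the matrix list was 0.15 (camera, adjusted p = 0.00824), a call that did not hold under fry or an estimated correlation. Without day 28 replicate 1 it was 0.04 (adjusted p = 0.128, range over all alternatives 0.000217 to 0.297). Contractile smooth muscle genes were at 38538 ± 5087 (SD, n = 3) summed CPM against 56510.1 ± 2700.2 (SD, n = 4) on day 0. Their median log2 fold change was -0.49 (camera, adjusted p = 0.000605), which did not hold under fry or an estimated correlation either.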

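The genes followed here have, for a given day, the smallest p in their direction among those for which every library of that day lay beyond every day 0 library. Fbln2, on chromosome 6 from 91189437 to 91249522, rose from 83.5 ± 11.0 (SD, n = 4) CPM on day 0 to 871 ± 227 (SD, n = 4) on day 7 (log2 fold change 3.38, standard error 0.25, adjusted p = 6.8e-09 from edgeR) and was at 145 ± 39.1 (SD, n = 3) on day 28, where it was not called. Aif1, on chromosome 17 from 35387384 to 35395053, was at least 38.1-fold higher on day 7 and at least 3.72-fold higher on day 28. Laptm5, on chromosome 4 from 130638161 to 130663452, had log2 fold changes of 4.9 and 2.37 on those days. Mpeg1 had no count on day 0 and was at least 57.9-fold higher on day 7 and at least 8.12-fold higher on day 28. Ltbp2, on chromosome 12 from 84829986 to 84923306, rose from 51.5 ± 9.47 (SD, n = 4) CPM on day 0 to 638 ± 145 (SD, n = 3) on day 14 and 639.6 ± 151 (SD, n = 4) on day 21. Col8a1 had log2 fold changes of 6.60 on day 14, 6.49 on day 21 and 4.18 on day 28. Piezo2 was at least 2.06-fold higher on day 7 and at least 18.3-fold higher on day 28.
Smarcd3 had a log2 fold change of -3.14 on day 7 (standard error 0.26, adjusted p = 1.3e-08), Ogn of -3.12 and Cald1 of -2.35, and none of them was called on day 28. Exons of Smarcd3, Ogn, Timm22 and Copb2 overlap those of Chpf2, Cenpp, Abr and Mrps22, in that order, on the other strand. The log2 fold changes that led the falls on day 14 were -1.78 for Pbxip1, -3.20 for Gstm1 and -1.75 for Timm22, and on day 21 they were -3.32 for Tppp3, -2.69 for Des and -2.46 for Perp. On day 28, Nrtn was at least 16.2-fold lower, and the log2 fold changes of Copb2 and Dhrs3 were -1.59 and -2.36. Of these genes, Dhrs3 had the largest adjusted p on the day it led (0.00721).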

The gene expression changes underlying these pathway enrichments can be clearly tracked across each time point after carotid injury (Figure 4E).

To examine the potential involvement of SEM cells in these processes, neointimal expression changes of marker genes identified in the single-cell RNA-sequencing data were examined. The strongest SEM cell signature was present at day 7 post-injury (Figure 4F), where the expression of most SEM cell marker genes were significantly upregulated. 

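SEM cells, named for their stem cell, endothelial and monocyte genes, were followed through 23 marker genes that the paper names or labels in Fig. 2F or Fig. 4F. The paper gives the genes of Fig. 4F as markers from the single-cell data, without saying how the labelled ones were chosen. The labels may have been chosen on these same libraries. Their count adjusted over the list alone is therefore not taken as independent evidence. On day 7, 15 of them were higher and 5 lower than on day 0, or 16 and 5 adjusted over the list alone. On day 14, 12 were higher and 3 lower (16 and 5 over the list alone), and on day 21 12 were higher and 2 lower (14 and 5). The number of genes lower on day 14 was 1 without replicate 2 of that day. The genes lower on day 7 included Ckb (log2 fold change -2.22) and Hspa1a (-4.34).
A smaller list holds the 6 markers named or labelled in the single-cell part, Col1a1, Col1a2, Fn1, Lgals3, Cebpb and Spp1. Its median log2 fold change was 1.53 on day 7, with 6 genes higher, 1.92 on day 14, with 5 higher, and 2.03 on day 21, with 4 higher (6, 5 and 5 adjusted over the list alone). Camera gave adjusted p of 3.3e-07, 3.4e-13 and 3.3e-12, and these calls held under fry and under an estimated correlation. Compared directly with day 7, the list was not shifted on day 14 (median 0.09, camera, adjusted p = 0.749) or on day 21 (median -0.38, camera, adjusted p = 0.783). Its members moved apart. Lgals3, on chromosome 14 from 47605208 to 47623624, rose from 86.6 ± 23.9 (SD, n = 4) CPM on day 0 to 712 ± 184 (SD, n = 4) on day 7 (log2 fold change 3.04, standard error 0.38, adjusted p = 2.8e-06) and was lower on day 21 than on day 7 by a log2 fold change of -2.14 (adjusted p = 0.000601). Cebpb was called on day 7 only (1.53, standard error 0.43, adjusted p = 0.0117), and not without day 7 replicate 1 (adjusted p = 0.0832) or replicate 2 (adjusted p = 0.0754), with a range of 0.00316 to 0.0832 over all alternatives. Its exon overlaps Peds1 on the other strand. Col1a2 rose from a log2 fold change of 0.79 on day 7, not called without day 0 replicate 2 (adjusted p = 0.0552, range 0.00524 to 0.0552), to 2.35 on day 21.

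**Figure D3:**
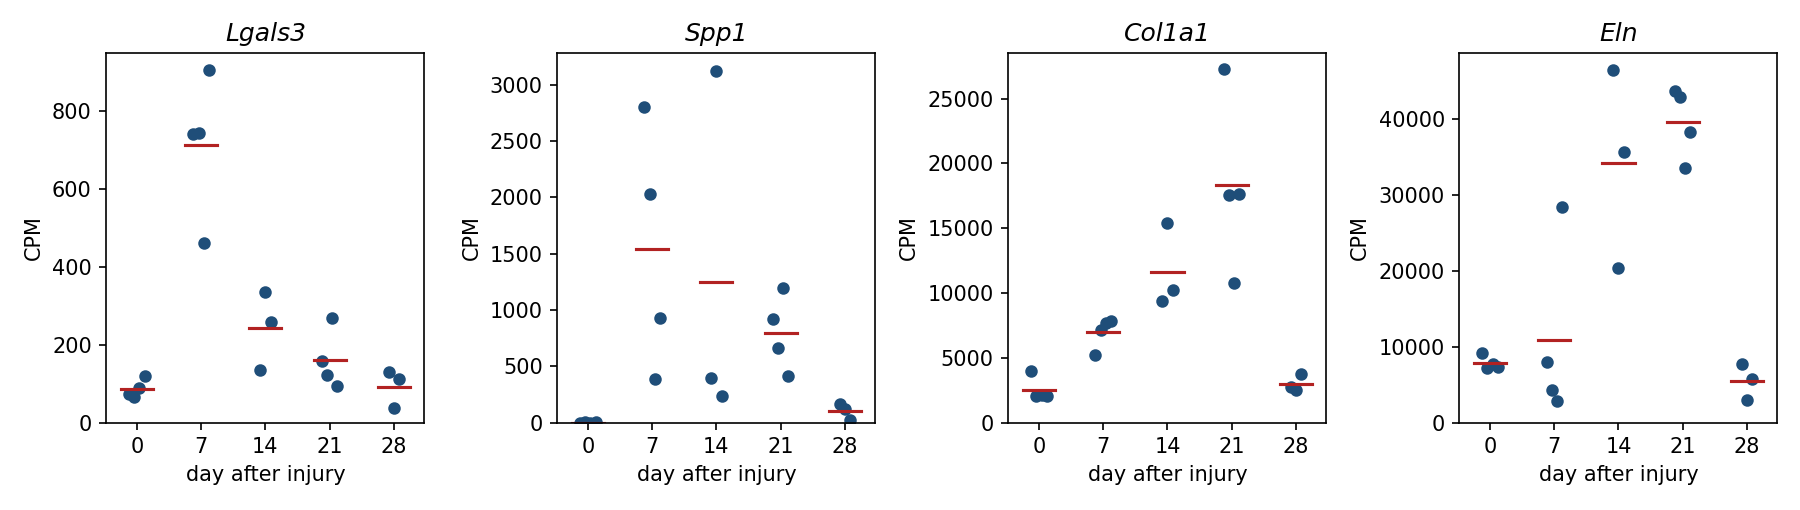
CPM per library of Lgals3, Spp1, Col1a1 and Eln by day after injury, with libraries as points and means as lines. The mean of Lgals3 was 712 on day 7 and that of Eln was 39564 on day 21.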

The signature was diminished across subsequent time points, and was almost absent by 28 days post-injury. This pattern was supported by changes in gene expression of SEM-enriched transcription factors identified in the previous analyses (Figure 4G). 

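By day 28, 2 of the marker genes were higher than on day 0 and 0 lower, or 3 and 2 adjusted over the list alone. Spp1 was at 102 ± 75.9 (SD, n = 3) CPM, still at least 22.8-fold higher. Mgp had a log2 fold change of 1.5 (standard error 0.37, adjusted p = 0.044 from edgeR), a call lost in 13 of the 18 fits that each left out 1 library, with an adjusted p of up to 0.116. Without day 28 replicate 1, 3 genes were higher and 1 lower, and in 12 of the fits without 1 library, 1 was higher. The median of the markers from the single-cell part was 0.35 (camera, adjusted p = 0.00934), a call that held under fry and not under an estimated correlation. Between days 28 and 7 that median fell by 1.32 on the log2 scale (camera, adjusted p = 0.000109), and 5 of the genes were lower. Of all the markers, 12 were lower and 5 higher than on day 7. Cthrc1, on chromosome 15 from 38940246 to 38950518, was at 82.4 ± 50.0 (SD, n = 4) CPM on day 7 and 2.39 ± 4.15 (SD, n = 3) on day 28, a log2 fold change of -4.91 (standard error 0.93, adjusted p = 0.00084).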

The strongest upregulation of these transcription factor genes was at 7 days post-injury, matching the time point at which the SEM cluster first appeared in the single-cell sequencing data.

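Of the 13 transcription factor genes of Fig. 4G, 6 were higher on day 7 than on day 0, 2 on day 14, 2 on day 21 and 0 on day 28. Adjusted over the list alone the numbers were 6, 4, 4 and 0. Without day 7 replicate 2 the day 7 number was 3, and without day 0 replicate 3 the numbers on days 14 and 21 were 1 each. Spi1, on chromosome 2 from 90912562 to 90946101, rose from 1.31 ± 2.62 CPM to 86.3 ± 30.2 on day 7 (SD, n = 4 each), a log2 fold change of 5.80 (standard error 0.86, adjusted p = 2.6e-05 from edgeR). The log2 fold changes on day 7 were 2.80 for Junb (adjusted p = 0.000166), 2.59 for Runx1 (adjusted p = 0.0124) and 1.24 for Zeb2 (adjusted p = 0.0179). Exons of Junb, Runx1 and Zeb2 overlap those of Prdx2, Gm26626 and Zeb2os, in that order, on the other strand. Without day 7 replicate 2 the adjusted p was 0.0563 for Runx1 (range over all alternatives 0.0027 to 0.0563) and 0.0908 for Zeb2 (range 0.00834 to 0.0908). Stat3 was not detectably changed (0.10, adjusted p = 0.914). The median over the list was 0.36 on day 7, 0.55 on day 14, 0.55 on day 21 and -0.10 on day 28 (camera, adjusted p = 0.00814, 0.00804, 0.0207 and 0.839). The first 3 calls held under fry and not under an estimated correlation. Compared directly with day 7, the list was not shifted on day 14 (median -0.18, adjusted p = 0.184) or day 21 (-0.29, adjusted p = 0.178), and it was lower on day 28 (-1.02, adjusted p = 0.00236), a call that held under fry and not under an estimated correlation.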

Taken together, these data suggest that SEM cells have a presence in the neointima in the time period after acute carotid injury. 

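Other cell type genes moved in the same libraries. The 18 genes tested of the contractile smooth muscle list were each lower on day 7. The list includes Sost, Itga8 and Ramp1 as well as genes of the contractile machinery. Its median log2 fold change was -3.33, or -3.26 with 1 gene at its bound (camera, adjusted p = 1.4e-34, a call that held under fry and under an estimated correlation). Acta2, on chromosome 19 from 34217737 to 34232990, went from 16362 ± 1374 CPM on day 0 to 1537 ± 823 on day 7 (SD, n = 4 each), a log2 fold change of -3.41 (standard error 0.37, adjusted p = 4.4e-07 from edgeR). Its exons overlap those of Stambpl1 on the other strand. A list of proliferation genes rose from 62.3 ± 24.2 (SD, n = 4) summed CPM on day 0 to 855 ± 203 (SD, n = 4) on day 7, and 15 of its 18 genes tested were higher, or 17 adjusted over the list alone. The libraries mix the cells of the dissected tissue, so these values assign no transcript to a cell type. The paper proposes that SEM cells are present in the neointima after acute injury. It draws on the changes of the SEM marker and transcription factor genes over time. It also draws on its single-cell data, in which the SEM cluster first appeared on day 7.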

Whether they are of importance for neointima formation is more difficult to establish, although given the aforementioned proliferative capacity of these cells *versus* other cells present in carotid tissue, they are certainly a candidate for further study.

## 4 Discussion

In this study, we describe gene expression profiles in the course of vascular injury on single cell level, as well as reporting transcriptional alterations in the neointima. We captured the process of wire-induced vascular injury using a time-resolved, single-cell approach. Moreover, we were able to identify a candidate transitional cell type which may play a key role in the physiological response to acute vascular injury.

The molecular mechanisms of restenosis have been studied for more than 3 decades. In large animals, oversized ballon-injury applied as a one or two hit model is the most frequently used technique. Given the small size of the murine carotid artery, balloon models are not feasible in mice (Pires et al., 2006; Ebert et al., 2021). As alternatives, other modes of vascular injury were developed, such as wire injury or electro injury models (Lindner et al., 1993; Yin et al., 2010). In C57BL/6 mice, superficial wire injury or electro-injury resulting in endothelial “denudation” only stimulates endothelial regrowth, but not smooth muscle cell proliferation. Contrastingly, the deep wire injury model applied in the present study disrupts the laminar elastica internal, and therefore elicits a strong healing reaction (Curaj et al., 2020). Disadvantages of the model include high variability and post-procedure thrombosis. In the present study, vessels with visually apparent thrombosis were excluded from the analysis.

Wire-induced carotid injury leads to neointima formation, smooth muscle cell dedifferentiation and endothelial denudation. The heterogeneous nature of the cell types and physiological processes involved makes the study of vascular injury highly complex. After the onset of injury, the vessel traverses several stages: acute inflammation, resolution of said inflammation and subsequent remodeling. The inflammatory phase is well described, but the exact process of resolution and its drivers remains unclear (Wu et al., 2017).

A variety of cell types are involved in the progression and resolution of inflammation following vascular injury. Throughout, cells display strong heterogeneity and plasticity. Single-cell RNA-sequencing is a powerful tool capable of capturing this heterogeneity (van Kuijk et al., 2019). Studies by Dobnikar et al. (2018) described vascular smooth muscle cell heterogeneity on single cell level in healthy tissue and atherosclerotic plaques. In these, *Sca1* upregulation was associated with phenotypic switching of vascular smooth muscle cells (Dobnikar et al., 2018). Kalluri et al. (2019) and Gu et al. (2019) described heterogeneity of aortic and adventitial tissue, and created an aortic atlas. Heterogeneity is already evident in healthy tissue, but it is further increased in disease. Heterogeneity in the context of atherosclerosis has been studied in *Ldlr* knockout mice (Cochain et al., 2018), and resulted in the identification of novel leukocyte (Winkels et al., 2018) and smooth muscle cell (Chappell et al., 2016) clusters.

The data presented herein collectively demonstrate the power of single-cell resolution data in the context of heterogeneity. Our study recapitulates the process of vascular injury and healing. We show differences in cellularity between control tissue and subsequent time points post-injury. Time-resolved data at single-cell resolution helps to identify activated cell populations responsible for vascular re-population following acute injury. Integration with further single-cell data enabled the identification of a previously identified form of modulated smooth muscle cell, which expands in a time-specific manner following injury - SEM cells. Data integration also permitted the comparison of SEM cells between different modes of injury, ranging from highly acute to chronic. In order to specifically study differences in smooth muscle cell clusters in disease, a smooth muscle cell-specific lineage tracing approach - as described by Alencar et al. (2020) and Dobnikar et al. (2018) - in combination with single-cell sequencing in healthy and injured tissue should be performed. Both studies provide insights into medial smooth muscle cell diversity. This approach could help to identify smooth muscle cell subpopulations, alongside determining the functional relevance of phenotypic changes in the resolution of disease. It could be shown that SEM cell expansion and phenotypes are likely driven by specific patterns of transcription factor expression and action. If this profile were unique to SEM cells, it may provide an avenue for therapeutic interventions targeting and moderating the response to vascular injury. Also required for this would be robust immunohistochemistry-based methods which would permit SEM cell identification based on protein expression rather than the transcriptome-based approach described here. This would allow a definitive conclusion on SEM cell localisation during restenosis.

In the course of this study, we describe different time points of vascular injury at both single-cell and neointima-specific levels. Both experiments enhanced understanding of inflammatory processes following vascular injury and revealed the importance of smooth muscle cell dedifferentiation to the resolution of inflammation and subsequent remodeling of carotid tissue.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/, GSE220514.

How the deposited data were processed for this re-analysis (not part of the article)

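MACE libraries, which hold the 3′ ends of transcripts, were analysed from laser-dissected mouse carotid tissue. They were from day 0, labelled as pre-injury (4 libraries), and 7 (4), 14 (3), 21 (4) and 28 (3) days after wire injury. The authors removed PCR duplicates by molecular identifiers, trimmed the reads and quantified them with Salmon against the mm39 transcriptome. The authors deposited the estimated counts (expected counts) per gene as whole numbers, and a second table of normalised values, a signal that the authors made with DESeq2 and that holds a factor per library and, for many genes, a further factor. The estimated counts were used for every test of genes. The deposited normalised signal was used in an alternative of the principal component analysis, in a check of its factors and in the alternative named last. The single-cell data were not analysed here. The paper's text does not name the annotation release or the use of the strand in the counting.

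Totals were 440675 to 878310 counts per library, with a median of 659166. Libraries were grouped by the day on their labels. Replicate numbers do not pair the libraries, since residuals of libraries with the same number had a median correlation of -0.01 over 33 pairs. The labels give the same mouse number to a day 0 and a day 21 library in 3 cases. The paper labels day 0 as pre-injury, and it also used the right, uninjured carotid as control. Whether these day 0 libraries are the uninjured vessel of injured mice is not stated. The day 0 level behind the fold changes may therefore partly be that of such vessels. The residual correlation of these pairs was -0.01 to 0.09, so the libraries were fitted without pairing. A fit with the mouse number as a block was run as an alternative. The paper calls day 0 pre-injury and used the right carotid as control. Whether day 0 vessels were the uninjured side of injured mice is not stated, so folds against day 0 may rest on such vessels.

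Counts were fitted in R 4.3.3 with edgeR 4.0.16, using filterByExpr with the day as the group, TMM normalization and the quasi-likelihood test, in 1 fit over 18 libraries, with Benjamini-Hochberg adjustment over 10312 genes and a threshold of 0.05. DESeq2 1.42.0 was run as an alternative. Where all libraries of a group held at most 3 counts, folds are lower bounds against 3 counts. The principal component analysis used the first 2 components of log2 CPM with a prior count of 2 over the 500 most variable genes, with exact permutation tests. Enrichment was tested by one-sided Fisher's exact tests on the Reactome sets that come with fgsea 1.28.0, of which 96.6% to 100% of the genes could be matched by symbol, and on a hand-written list of 89 genes for Neutrophil degranulation. The paper used gprofiler2, and its text does not name the release of Reactome. Lists of genes were tested with camera from limma 3.58.1 at a preset correlation of 0.01. They cover innate immune genes, macrophages, neutrophil degranulation, matrix, contractile smooth muscle, proliferation, SEM transcription factors and SEM markers, and further cell types for the closing observations.

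The genes named in the text come from a rule: every gene named in the paper's section on the neointima or legible in the labels of Fig. 4C, Fig. 4F and Fig. 4G, the SEM, smooth muscle and fibroblast markers of the single-cell part, and for each day the 3 genes with the smallest p in each direction whose libraries lie beyond every day 0 library. The comparisons, the tests behind the main results, the lists, the rule and all alternatives but the one named last were set before the data were examined. Some checks of explanations were chosen later, as the closing section says. Which genes under the rule are printed, and the neutrophil, haemoglobin and smooth muscle genes named outside it, were chosen after their values were seen. Gm49339, which the annotation marks as a readthrough gene, was left out. Which genes are shared between the calls of different days was not analysed here. The result of 1 gene, and of a test of the SEM transcription factors that needs it, is not reported here.

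The steps were tested on simulated data with 200 genes changed on day 7. edgeR called 75 genes and recovered 36% of the changed ones, 55% of those changed 4-fold, with 4% of its calls false. DESeq2 called 97, recovered 44% and 65%, and 9.28% of its calls were false. Both made 0 calls on the unchanged days. A minimum for the recovered share, first written into this check, was not met and was then dropped. In data like the simulated ones, many changed genes therefore go uncalled.

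Alternatives covered the tool, normalization, filter, threshold, libraries in the fit, blocks for the replicate and mouse numbers, group sizes, depth, the values and genes of the principal component analysis, the input of the enrichment, the test of lists, and each library left out in turn. A further one, DESeq2 with the factors of the deposited normalised counts, was chosen after seeing the data.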

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

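The tests of other splits between a later day and day 7, and those on haemoglobin, skeletal muscle, adipocyte and the largest genes, were chosen only after the result was seen. The smooth muscle test was set before, but how its value was read was changed after it was seen.

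In 180 groups of 4 libraries, 1 library stood far from the other 3 in 12, where chance gives about 9. In log2 CPM, day 21 replicate 2 was at 9.76 for Ltbp2 (others 9.13 to 9.19), 1.65 for Nrtn (others 4.17 to 4.59) and 6.17 for Sost (others 9.43 to 10.01). Day 21 replicate 1 was at 7.99 for Hspa1a (others 5.36 to 5.63), and day 7 replicate 1 at 7.62 for Copb2 (others 7.27 to 7.30). Day 0 replicate 1 was at 11.95 for Col1a1 (others 10.99 to 11.07) and 11.08 for Sparc (others 11.51 to 11.56). Day 0 replicate 4 was at 2.16 for Piezo2 and 3.07 for Spi1, where the others were at the floor of 1.65, and at 1.65 for Runx1 (others 3.76 to 4.13), genes with few counts on that day. The log2 of the summed CPM was 16.32 for matrix genes in day 7 replicate 4 (others 15.41 to 15.54) and 14.26 for neutrophil degranulation genes in day 0 replicate 3 (others 14.41 to 14.42). No explanation was tested for these.

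Lists differed between days when later days were compared directly with day 7. The median log2 fold change on days 14, 21 and 28 was -1.0, -1.35 and -2.93 for innate immune genes, -1.0, -1.12 and -2.42 for macrophages, -0.66, -0.94 and -1.34 for neutrophil degranulation, -2.09, -2.32 and -4.81 for proliferation and 1.91, 1.91 and 2.62 for contractile smooth muscle. With 10 genes at their bound the last proliferation value was -2.64. Matrix genes stood higher by 0.75 on day 14 and 0.58 on day 21. On day 28 the median was -1.02 for SEM transcription factors and -1.32 for SEM markers of the single-cell part.

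Among the printed genes, the log2 fold changes past the threshold between day 14 and day 7 were 1.82 for Smarcd3, 1.62 for Cald1, 1.76 for Ogn, 0.98 for Ltbp2, 3.66 for Sost, 1.06 for Col1a2, 1.01 for Col3a1, 1.24 for Sparc, 1.04 for Atp2a2, 2.02 for Acta2, 2.46 for Myh11, 2.24 for Cnn1 and 1.99 for Myl9 for rises, and -1.03 for Fbln2, -1.92 for Lyz2 and -1.55 for Lgals3 for falls.

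Among the printed genes, the log2 fold changes past the threshold between day 21 and day 7 were 2.70 for Smarcd3, 1.79 for Cald1, 2.47 for Ogn, 0.98 for Ltbp2, 1.22 for Pbxip1, 2.43 for Piezo2, 1.77 for Dhrs3, 5.18 for Sost, 1.39 for Col1a1, 1.57 for Col1a2, 1.08 for Col3a1, 1.71 for Lum, 1.86 for Eln, 1.76 for Sparc, 1.5 for Ckb, 1.0 for Atp2a2, 2.30 for Acta2, 2.46 for Myh11, 1.59 for Tagln, 2.42 for Cnn1 and 2.12 for Myl9 for rises, and -1.87 for Fbln2, -1.23 for Laptm5, -1.48 for Ctss, -2.14 for Lgals3, -1.39 for Cebpb and -4.01 for Cxcl1 for falls.

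Among the printed genes, the log2 fold changes past the threshold between day 28 and day 7 were 2.72 for Smarcd3, 2.14 for Cald1, 3.07 for Ogn, 2.08 for Pbxip1, 2.46 for Gstm1, 1.24 for Timm22, 1.53 for Des, 1.9 for Perp, 3.14 for Piezo2, 5.66 for Sost, 1.54 for Ckb, 1.39 for Atp2a2, 2.79 for Hspa1a, 2.64 for Acta2, 3.70 for Myh11, 2.75 for Tagln, 2.94 for Cnn1 and 3.23 for Myl9 for rises, and -2.58 for Fbln2, -3.34 for Aif1, -2.53 for Laptm5, -2.12 for Col8a1, -2.83 for Mpeg1, -1.60 for Copb2, -3.91 for Spp1, -3.87 for Ctss, -2.76 for Lyz2, -1.22 for Col1a1, -1.06 for Fn1, -2.94 for Lgals3, -1.42 for Cebpb, -1.46 for Vmp1, -3.01 for Cxcl1, -4.91 for Cthrc1, -1.35 for Zeb2, -3.62 for Spi1 and -3.17 for Junb for falls.

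Other splits of the same libraries gave as many changed genes in 1 of 35 splits, the real one, for day 7 against day 0, and the same held for day 14 (1 of 35), day 21 (1 of 35) and day 28 (1 of 35) against day 0 and for day 21 (1 of 35) and day 28 (1 of 35) against day 7. For days 14 and 7 it was 2 of 35, with 246 genes in another split against 171, so that number may come from a grouping that ignores the day. Depth and group size do not account for the larger number on day 7. With every library thinned to the smallest total, 1858 genes were changed on day 7, 557 on day 14, 808 on day 21 and 100 on day 28, and with 3 libraries on every day, day 7 had the most in 64 of 64 fits. For the matrix genes, leaving out the 26 genes that were among the 10 largest of any library gave a median of 0.49 between days 21 and 7 (adjusted p = 1.5e-06), so a few large genes are not the whole cause. The stage after injury stays open as a biological explanation.

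The fall of contractile smooth muscle genes on day 7 could come from dilution by other cells or from less of each transcript per cell. Of the 18 genes, 3 lay over 2 standard errors from the median of -3.33, where dilution alone would give a similar fall for each. Cald1 (-2.35) and Tpm1 (-2.39) fell less, which expression in other cells would also give, and Sost (-6.46) fell further. Since a single gene argues against it, dilution cannot be told apart from lower expression. The median of the lists of other cells was 4.62 for macrophages, 1.72 for endothelial cells and 0.79 for fibroblasts. The endothelial and fibroblast lists were not past the threshold (camera, adjusted p = 0.248 and 0.0852). Under fry the fibroblast list was (adjusted p = 0.00654) and the endothelial list was not (adjusted p = 0.109).

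Signals outside the genes the paper discusses appeared as summed CPM over 3 times the highest day 0 library, for lists of marker genes of tissues and cells. The highest library of each is given. They were skeletal muscle (634 against 38.8 in day 14 replicate 2), cartilage (2517 against 744 in day 21 replicate 1), adipocytes (248 against 2.98 in day 28 replicate 3), erythroid cells (2347 against 369 in day 7 replicate 4), mast cells (108 against 3.94 in day 7 replicate 3), platelets (386 against 109 in day 7 replicate 2), B and plasma cells (60.5 against 3.59 in day 21 replicate 2) and thyroid (12.1 against 1.20 in day 21 replicate 2, on 6 counts). No explanation was tested for mast cells, platelets, B and plasma cells or thyroid.

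Of 14 skeletal muscle genes, 12 stood above every day 0 library in both day 14 replicate 2 and day 21 replicate 1, where the sum was 517 CPM. In day 7 replicate 2 it was 8 genes, with a sum of 169 CPM. Muscle next to the artery is a candidate explanation. Of the 4 haemoglobin genes, 3 were higher on day 7, each above every day 0 library in 3 of 4 libraries. Hba-a1 had a log2 fold change of 1.48 (adjusted p = 0.383). Blood in the sections may be the source, and bleeding after the injury itself stays open. At most 5 of 9 adipocyte genes stood above every day 0 library, with over 3 counts, in a library of days 21 and 28. Fat around the artery cannot be told apart from other sources, because few of these genes had enough counts.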

How the results depend on the processing

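DESeq2 with the factors of the deposited normalised counts was chosen after seeing the data, and the other alternatives were set before. A result counts as reversed when its sign differed and it passed the threshold in at least 1 of the fits compared. No result reversed, and in 74 cases the sign differed with the threshold passed in neither fit.

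Numbers of changed genes that moved by over 1.5 times did so as follows. At an adjusted p under 0.01, which admits fewer genes, they were 1243 on day 7, 301 on day 14, 365 on day 21, 37 on day 28, and 42, 352 and 691 for days 14, 21 and 28 against day 7. With 3 libraries on every day, which leaves fewer samples, the medians were 499 on day 21 and 53.5 on day 28. On day 28 and between days 14 and 7, DESeq2 gave 318 and 335, DESeq2 with the factors of the deposited normalised counts 331 and 311, and no filter on low counts 363 and 392, and the cause was not tested. With only the days compared in the fit, which leaves fewer samples, the numbers were 32 on day 28, 83 between days 14 and 7 and 922 between days 28 and 7. The replicate block gave 72 on day 28, although the replicate numbers do not pair the libraries.

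The number of SEM transcription factor genes higher on day 14 was 4 with DESeq2, 4 with DESeq2 and the deposited factors and 1 with the replicate block, against 2. The number of SEM markers lower on day 28 was 1 with DESeq2 and 1 with the deposited factors, against 0. The number of enriched sets on day 28 was 6 with DESeq2 and 6 with only genes that rose, against 3. The cause was not tested. Under an estimated correlation, which makes the test stricter where genes move together, the medians of the SEM transcription factors on day 7 (0.36, adjusted p = 0.136), day 14 (0.55, 0.13) and day 21 (0.55, 0.176) and of the SEM markers of the single-cell part on day 28 (0.35, 0.11) were no longer past the threshold. With all genes tested in the principal component analysis, the day 28 distance was 64.1% of that on day 7 (exact permutation test, p = 0.0857), and the cause was not tested.

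Across the 18 fits that each left out 1 library, the numbers of changed genes ranged over 1556 to 2255 on day 7, 233 (without day 14 replicate 2) to 762 (without day 14 replicate 1) on day 14, 613 to 1060 on day 21 and 63 (without day 0 replicate 3) to 480 (without day 28 replicate 1) on day 28. Between days they were 26 (without day 14 replicate 1) to 318 (without day 7 replicate 4) for days 14 and 7, 500 to 826 for days 21 and 7 and 1009 to 1717 for days 28 and 7. SEM transcription factor genes higher numbered 3 to 6 on day 7, 1 to 4 on day 14 and 1 to 4 on day 21. SEM markers lower numbered 1 to 3 on day 14 and 0 to 1 on day 28, and SEM markers higher on day 28 1 to 3. The number of enriched sets on day 28 ranged over 2 (without day 0 replicate 2) to 6 (without day 7 replicate 3). The median of the SEM transcription factors on day 21 ranged from 0.34 to 0.71 and was not past the threshold without day 21 replicate 3 (adjusted p = 0.0517). The distance as a percent of day 7 ranged over 65.3 to 74.1 on day 21 and 28.7 to 37.2 on day 28, where a smaller group can leave the exact permutation test unable to pass the threshold.

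With RLE or upper quartile normalization, counts thinned to equal depth, a minimum of 10 counts in 3 libraries, a log2 fold change of at least 1, the variance stabilizing transformation or the mouse block (days 0 and 21 only), each result named in this part for which these were run stayed within 1.5 times or on its side of the threshold. Under fry, the day 28 calls of the matrix list (adjusted p = 0.107) and of the contractile smooth muscle list (adjusted p = 0.206) were lost.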

Differences from the paper's values

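The paper's values could be read only from its figures. In Fig. 4F, Tcirg1 on day 21 is at about 3.0, read by eye, and here its log2 fold change was 2.43. The replicate block (2.59) and leaving out day 0 replicate 3 (3.29) or day 21 replicate 4 (2.50) came nearest to this reading. This holds among the alternatives set before the data were examined. DESeq2 (2.44), RLE (2.44), upper quartile normalization (2.44) and leaving out any other library were farther off. The error of the reading is not known, so no match is claimed. DESeq2 with the factors of the deposited normalised counts, which was chosen after seeing the values, gave 2.99.

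Fig. 4C labels Col2a1 among the changed genes of day 28. For Col2a1, day 28, the adjusted p here was 0.183. It was called by DESeq2 (adjusted p = 4.6e-13), by DESeq2 with the factors of the deposited normalised counts, chosen after seeing the values (adjusted p = 8e-13), and without day 21 replicate 1 (adjusted p = 0.0466). Its counts on day 28 were 1, 76 and 0 in replicates 1, 2 and 3, with 0 in every day 0 library. These calls therefore rest on 1 library. Over the fits that each left out 1 library the adjusted p was up to 0.89, and with the other alternatives it was 0.179 to 0.278.

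Fig. 4G, read by eye, shows Zeb2 strongest on day 14. Here its log2 fold change was 1.24 on day 7 and 0.93 on day 14. For Zeb2, day 7 also had the larger value with each alternative set before, such as DESeq2 (1.28 and 0.93). DESeq2 with the factors of the deposited normalised counts, chosen after seeing the values, gave 1.20 on day 7 and 1.71 on day 14.

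The paper places the strongest SEM signature, and the strongest rise of the SEM transcription factors, on day 7. Here, adjusted over all genes tested, day 7 had the most genes called higher among the SEM markers and among the transcription factors. The 23 SEM markers are those that the paper names or labels, which may not be all of its markers. Over all genes tested, 15 of them were higher on day 7 and 12 on day 14. Adjusted over the list alone, 16 were higher on day 7 and 16 on day 14, a count not taken as independent evidence. The median log2 fold change of the SEM markers of the single-cell part was 1.53 on day 7 and 2.03 on day 21. That of the transcription factors was 0.36 on day 7 and 0.55 on day 14. For all 23 SEM markers it was 1.33 on day 7, 1.55 on day 14 and 1.11 on day 21. None of these lists was shifted as a whole between day 7 and days 14 or 21 when this was tested directly with camera. Camera tests a net shift, so members that move in opposite directions can cancel. On day 21 against day 7, 6 of the 23 SEM markers were higher and 4 lower. Of the 6 markers of the single-cell part, 2 were higher and 2 lower. The direct medians on days 14 and 21 were 0.09 and -0.38 for the markers of the single-cell part. They were -0.18 and -0.29 for the transcription factors and -0.23 and -0.07 for all SEM markers.

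The paper describes day 7 as enriched for immune pathways relative to the other days. Here Neutrophil degranulation was a list of 89 genes, not Reactome's own. Of its genes tested, 73.7% were changed on day 7, 50.0% on day 14 and 57.9% on day 21. The background share of changed genes was 19.8%, 6.22% and 8.84% on these days. The odds ratio, which is taken against that background, was 11.5 on day 7, 16.0 on day 14 and 14.8 on day 21. Counting only genes that rose, it was 20.0, 19.2 and 19.8. For Innate Immune System these were 2.38, 2.82 and 2.22, and for Immune System 3.01, 3.75 and 2.59. The fold changes of the Neutrophil degranulation genes were larger on day 7.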

Other observations

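The tests below on Col2a1 after day 7, on neutrophil genes, on the day 14 libraries and on the further factor were chosen only after the result was seen, and how the neutrophil value and the Col2a1 value of day 7 were read was changed after they were seen.

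Col2a1 rose in each day 7 library, while 0 of 19 other cartilage genes stood above every day 0 library in all 4 day 7 libraries. Of the 9 of these that were tested, 3 were called higher on day 7, and 12 of the 19 held at most 3 counts in every day 7 library, so the counts are too few to decide on cartilage in the sections as its source on that day. For the numbers that follow, a gene above every day 0 library also needed over 3 counts. In the library with the most Col2a1, 8 of the 19 were counted on day 14 (replicate 2). The number was 12 on day 21 (replicate 1) and 7 on day 28 (replicate 2). Cartilage may contribute on these days, but few libraries hold most of the Col2a1 counts, and Acan stood above every day 0 library also in day 21 libraries with almost no Col2a1. Cartilage cannot be told apart from other sources on any of the days.

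Of 12 neutrophil genes, 6 were tested and 5 were higher on day 7. S100a8 was at least 40.8-fold, S100a9 at least 33.6-fold and Csf3r at least 8.97-fold higher. The log2 fold changes of Lcn2 and Cxcr2 were 6.82 and 1.27, and Mmp9 was not called. As the test was first worded, the rise of the 5 counts against macrophages alone behind the neutrophil degranulation genes. Monocytes may express these genes as well, so neutrophils and monocytes cannot be told apart as their source.

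The day 14 libraries spanned 50.8% of the mean day 7 distance in the principal component analysis and 50.4% after thinning to equal depth, which argues against depth. Variation between animals was not tested.

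The further factor in the deposited normalised counts goes with the number of annotated transcripts. The library's common factor held for 98.2% of values of genes with 1 transcript and 57.8% of values of genes with several. This is consistent with a correction for transcript lengths.

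Other lists had a median log2 fold change on day 7 of 7.12 for neutrophils, 0.79 for fibroblasts, 1.72 for endothelial cells, -0.24 for early response genes, -0.40 for Schwann cells, 0.85 for cartilage, 5.43 for skeletal muscle and 2.90 for erythroid cells. With bounds these were 4.31, 0.79, 1.72, -0.24, -0.62, 0.12, 0.89 and 2.75. By camera, the neutrophil (adjusted p = 0.000699) and erythroid (adjusted p = 0.0296) lists were past the threshold and the others were not. Neither of these calls held under an estimated correlation. The skeletal muscle median rests on 4 genes tested, 3 of them at their bound and 0 called higher. The summed CPM of its whole list was 169 in day 7 replicate 2. It was 22.6 to 49.8 in the other day 7 libraries, against up to 38.8 on day 0.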
